A study of Mus musculus with 14 samples.

How the data were processed

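Liver and kidney RNA of male mice carrying a human angiotensinogen transgene was sequenced from SMARTer mRNA libraries made from total RNA, per the labels. Samples were grouped by the tissue and diet the labels give. Columns of the tables were matched to samples by their names and titles. High salt liver columns show the diet but not which titled sample they hold, so they were used as replicates with no number of their own.

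The authors deposited expected counts per gene made with the Partek expectation-maximisation quantification, per the file headers and names. Aligner, genome build, annotation release and filters are not stated. Gene names were found in GENCODE M21 (GRCm38) for 97.8% of the 19660 liver genes and 97.7% of the 20203 kidney genes, with the same start for 99.4% of the genes named in both. Every gene of the deposited count tables has a total of at least 10 counts over its libraries. Of the liver values 58.2% were whole numbers, and 63.8% of the kidney values. Values of 1000000 or more, 18 in liver and 9 in kidney, were written with 3 significant digits, so they carry a rounding error. The authors also deposited normalized values, a signal per gene on a linear scale. In liver these are the counts times 1 factor per library (0.767 to 1.37). In kidney they come from another quantification, with 24399 genes, and the method of normalization is not stated. The number of per-sample columns left unused was 0.

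Expected counts were rounded to whole numbers and tested with edgeR 4.0.16 (quasi-likelihood, TMM, filterByExpr by diet) in R 4.3.3, in each tissue apart, with diet as the term and no replicate block. The interaction of tissue and diet was tested in 1 fit of all 14 libraries over the 17600 genes the count tables share. Benjamini-Hochberg adjusted p-values under 0.05 were called. CPM values use TMM library sizes. Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2, adjusted over the 7 lists of a tissue. These tests and lists, and the alternatives except where stated, were fixed before the data were examined. Exact permutation tests were two-sided.

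Genes were named by a rule fixed with the tests. It takes, per tissue, the 5 highest and 5 lowest fold changes among genes past the threshold with a mean of 50 counts and no overlap between the diets. Where none pass it takes the 5 smallest unadjusted p-values. It adds up to 5 genes called in both tissues, the 3 interaction genes with the smallest p-values and a mean of 50 counts, list members past the threshold over all genes or over the list alone, and Agt and Ren1.

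The common biological coefficient of variation was 0.314 in liver and 0.30 in kidney, so replicate spread and not counting error limits most genes. A gene with a count of 0 is only known to lie under 3 counts. Intervals and floors cover counting error only, as reads without molecular identifiers are not independent molecules.

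The fits were tested on simulated counts with 200 genes changed by 2 on the log2 scale. Of these 162 were recovered in liver over 15130 genes, with 5 false calls, and 160 in kidney over 15847 genes, with 13 false calls. The interaction fit recovered 95 over 16633 genes. With no gene changed, 1 liver and 5 kidney genes were called. Genes were drawn independently, so a shift shared by many genes or a near-identical pair of libraries was not simulated.

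Alternatives were RLE and upper quartile scaling, DESeq2 1.42.0, voom with sample weights, limma on the deposited normalized values with pseudocounts of 1 and 0.1, no filter, at least 10 counts in every library, all 14 libraries in 1 fit, TMM within each tissue for the interaction, 1 surrogate variable (sva 3.50.0), GC content and length offsets from GENCODE M21 transcripts, the replicate block in kidney, fry, camera with an estimated correlation, and leaving out each library. Chosen after seeing the data were the removal of mitochondrial genes and their nuclear copies, the sum of HS5 and HS6, and leaving out normal diet liver libraries 1 and 2 together. Diet labels were also regrouped, over all 35 liver and 10 kidney splits, 60 interaction regroupings and 100 pairs of splits.

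A further 9 lists were written after the gene tables had been seen: lipogenic, cholesterol synthesis, fasting response, male-biased liver, female-biased liver, cardiac muscle, skeletal muscle, liver-abundant and kidney-abundant genes. Immune and adrenal markers were listed with the 7 lists. The human transgene was not analysed here.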

Results

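RNA from the liver and kidney of transgenic mice was sequenced after a normal diet or a high salt diet. The mice carried a human angiotensinogen transgene of the -6A promoter haplotype. Angiotensinogen is the precursor that renin and angiotensin-converting enzyme cut to angiotensin, a peptide that raises blood pressure. The animals were adult males of 12 weeks. The question was how high salt changes gene expression in the organ that makes most circulating angiotensinogen, the liver, and in the kidney.

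There were 14 libraries in 4 groups. Liver had 4 libraries per diet and kidney had 3 libraries per diet. Normal diet liver libraries are called 1 to 4 after their titles. The high salt liver columns carry the numbers 5 to 8, which match no title, so these libraries are called HS5, HS6, HS7 and HS8. Kidney libraries are called 1 to 3 in each diet.

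Liver libraries held from 37267771 to 51487386 gene counts and kidney libraries from 16046069 to 22004915. Liver totals were 41630398 ± 3611674 on the normal diet and 47666538 ± 3845985 on high salt (SD, n = 4 each), a difference that did not pass a two-sided exact permutation test (p = 0.0857). Kidney totals were 20769036 ± 1095821 on the normal diet and 18550317 ± 3091009 on high salt (SD, n = 3 each; two-sided exact permutation p = 0.4). With 3 libraries against 3 the exact test cannot go below 0.1, and with 4 against 4 it cannot go below 0.0286.

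Transcripts of the mitochondrial genome took very different shares of the liver libraries. They made up 2.30% and 2.06% of the counts in normal diet libraries 1 and 2, and 29.6% and 18.7% in normal diet libraries 3 and 4. The high salt liver libraries lay between 11.3% and 19.2%. The liver shares did not differ between the diets (two-sided exact permutation p = 0.914, n = 4 each). The kidney libraries lay between 23.5% and 41.2%. The 95% Wilson interval of each share reached no more than 0.014 percentage points to either side in liver and 0.0222 in kidney. The labels give no batch. The first principal component of the liver values held 43.5% of the variance and set normal diet libraries 1 and 2 apart from the other 6 libraries. The first kidney component held 53.9% of the variance and placed normal diet library 1 and high salt libraries 1 and 3 on one side, so it did not follow the diet.

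**Figure D1:**
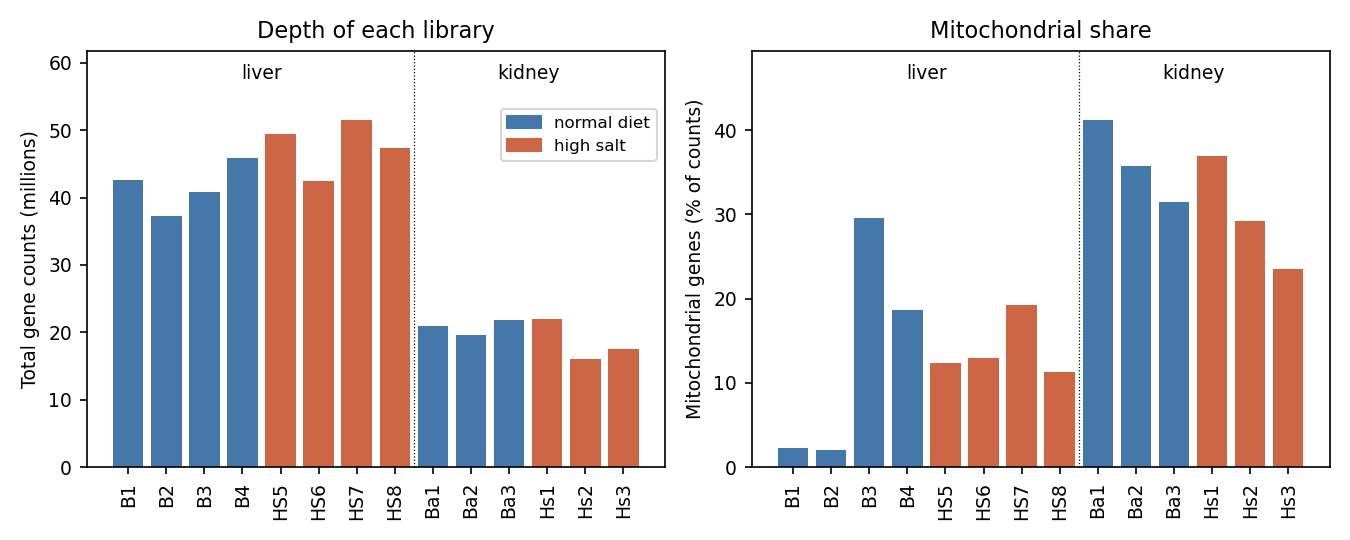
Total gene counts in units of 1000000 (left) and the share of counts from mitochondrial genes in percent (right), 1 bar per library, coloured by diet, liver to the left of the dotted line and kidney to the right. Normal diet liver libraries 1 and 2 (B1 and B2) stand at 2.30% and 2.06%, under every other library.

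Liver and kidney markers chosen before the data were examined matched the tissue labels. Alb lay between 32441 and 85226 counts per 1000000 counts (CPM) in liver and between 2.70 and 35.7 CPM in kidney. Umod lay between 1014 and 1823 CPM in kidney and at no more than 1.41 CPM in liver. The Y-linked gene Ddx3y was present in every library, at 17.97 CPM or more in liver and 38.6 CPM or more in kidney.

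High salt liver libraries HS5 and HS6 were far more alike than any other pair. Over 1892 genes with whole counts and pair sums from 400 to 2000, their chi-square per gene was 1.59, against 9.83 to 64.4 in the 11 other liver pairs of 1 diet. Sampling noise alone gives a value near 1, with an error of 0.0325. The pair thus differed by more than sampling noise and entered the tests as the separate samples of the labels. This does not show that the libraries came from different animals, since a pair from 1 animal can exceed sampling noise as well. Every high salt liver SD with n = 4 rests on counting them apart. Their spread beyond sampling was 4.01% per gene, against 10.1% to 37.8% in the other pairs, so the number of liver genes past the threshold is also given with this pair summed to 1 library.

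The first comparison was high salt against normal diet in liver. Of 15130 genes tested with the quasi-likelihood test of edgeR, 152 had an adjusted p-value under 0.05, with 90 higher and 62 lower on high salt. At least 2-fold changes were found in 121 of them. The 2 diets did not overlap in 151 of the 152 genes. Over all genes tested, 12.5% had diets that did not overlap, where chance gives 2.86%. With HS5 and HS6 summed, this was 13.6% where chance gives 5.71%, and 12 genes passed, all of them among the 152. These 12, listed after their values were seen, were Acly, Capn8, Cyp7b1, Elovl5, Fasn, Gm5182, Hcn3, Lpar2, Nnmt, Pklr, Rhbg and Rnf145. Voom with sample weights moved the number most, to 8284 genes. Leaving out 1 library gave 39 genes without normal diet library 1, 41 without library 2, 765 without library 3 and 409 without library 4. It gave 18 without HS5, 12 without HS6, 120 without HS7 and 32 without HS8. An unadjusted p-value under 0.05 was found for 3205 genes (21.2%), and for 2054 with HS5 and HS6 summed.

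Coordinates below are those of the files, whose gene starts equal those of GENCODE M21 (GRCm38) for 99.4% of the genes with a name in both. Among genes with at least 50 counts on average and no overlap between the diets, the lowest fold changes belonged to Derl3, Capn8, Nnmt, Cyp2b10 and Selenbp2. Nnmt (chromosome 9, 48591877 to 48605153, minus strand) fell from 384 ± 80.7 to 65.7 ± 11.4 CPM (SD, n = 4 each). Its log2 fold change was -2.55 with a standard error of 0.21 (edgeR adjusted p = 0.0046). Capn8 (chromosome 1, 182565007 to 182632352, plus strand) changed by -2.83 with a standard error of 0.28 on the log2 scale (edgeR adjusted p = 0.0046). Selenbp2 (chromosome 3, 94693556 to 94704413, plus strand) went from 1129 ± 185 to 228 ± 93.1 CPM (SD, n = 4 each), a log2 fold change of -2.31. Selenbp2 has a near-identical paralog, so the split of reads between them is uncertain. Derl3 changed by -2.98 and Cyp2b10 by -2.38, with edgeR adjusted p-values of 0.026 and 0.0321.

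The highest fold changes belonged to Gm42427, Fasn, Hcn3, Chrna4 and Scd1. Fasn (chromosome 11, 120805846 to 120824547, minus strand) rose from 91.6 ± 35.3 to 868 ± 333 CPM (SD, n = 4 each). Its log2 fold change was 3.24 with a standard error of 0.39 (edgeR adjusted p = 0.0115). Scd1 (chromosome 19, 44394455 to 44407879, minus strand) rose from 1868 ± 540 to 15028 ± 5205 CPM, a log2 fold change of 3.01 (edgeR adjusted p = 0.013). Hcn3 (chromosome 3, 89146074 to 89160196, minus strand) rose from 4.79 ± 2.18 to 44.1 ± 4.03 CPM, a log2 fold change of 3.21 (edgeR adjusted p = 0.0046). Gm42427 and Chrna4 changed by 3.65 and 3.17, both with an edgeR adjusted p-value of 0.0433. Of these 10 genes, Nnmt and Hcn3 passed in all 22 alternatives and Capn8 in the 21 that tested it. Gm42427 passed in 13 of 21 and Chrna4 in 14 of 22.

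**Figure D2:**
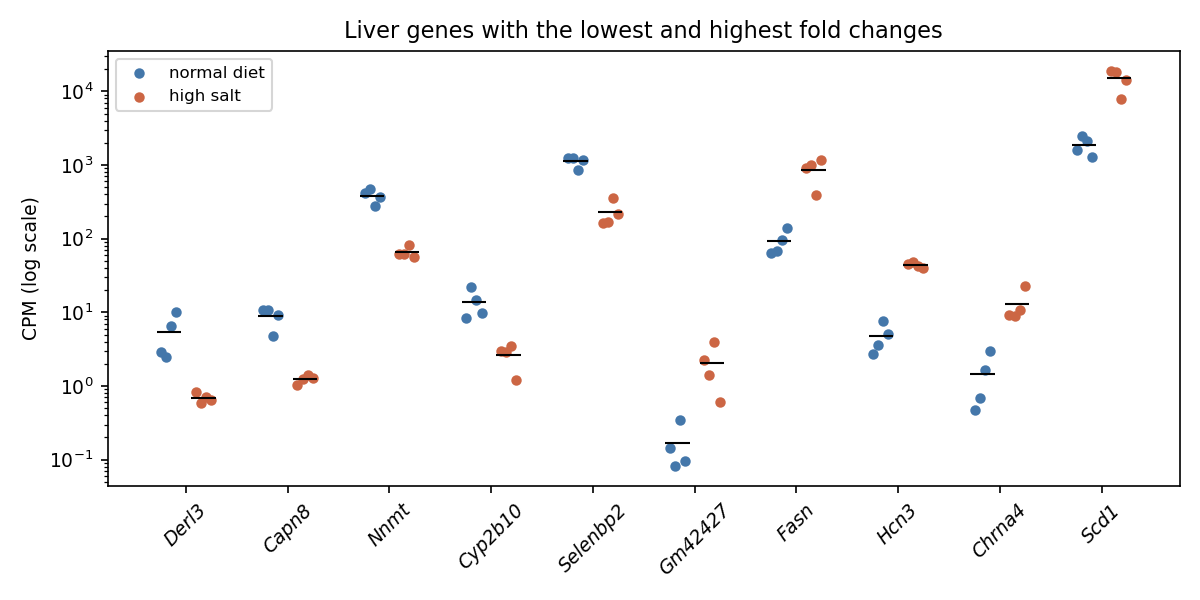
CPM on a log axis for the liver genes with the 5 lowest and the 5 highest fold changes, 1 point per library (4 per diet), with bars at the group means. In each gene the points of the 2 diets do not overlap, and Hcn3 goes from a mean of 4.79 to 44.1 CPM.

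The second comparison was high salt against normal diet in kidney. Of 15847 genes tested with edgeR, 0 had an adjusted p-value under 0.05, and 318 (2.01%) had an unadjusted p-value under 0.05. Diets did not overlap in 6.92% of the genes, where chance gives 10%. DESeq2 called 11 genes, the most of any alternative. The other 19 alternatives called 0, with 211 to 4103 genes at an unadjusted p-value under 0.05. Without kidney normal diet library 1, 2627 genes had an unadjusted p-value under 0.05. In simulated data with the kidney libraries' depth and spread, 160 of 200 genes changed by 2 on the log2 scale were recovered. Genes were simulated independently, without the first component that cut across the diets, so recovery in the real kidneys may differ.

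The 5 kidney genes with the smallest unadjusted p-values, none past the threshold (edgeR adjusted p = 0.9996 each), were Myh6, Hrg, Ighv1-7, Gm13855 and Srd5a1. Hrg (chromosome 16, 22951072 to 22961656, plus strand) rose from 3.66 ± 0.947 to 11.8 ± 2.60 CPM (SD, n = 3 each), a log2 fold change of 1.68. Srd5a1 rose from 10.04 ± 0.947 to 21.7 ± 3.93 CPM, a log2 fold change of 1.11. Myh6 went from 1.76 ± 0.124 to 0.222 ± 0.121 CPM and Gm13855 from 9.68 ± 3.80 to 2.67 ± 0.421 CPM. Ighv1-7 had at most 1 count in a normal diet library and 8 to 36 counts on high salt, at least 7.38-fold higher.

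Mouse angiotensinogen and renin were reported whatever their p-values. The human transgene was not analysed here, and reads of it that resemble the mouse gene could be counted with mouse Agt. In liver, Agt (chromosome 8, 124556534 to 124569706, minus strand) was 400 ± 63.8 CPM on the normal diet and 301 ± 20.3 CPM on high salt (SD, n = 4 each). Every high salt library was under every normal diet library. This gave the smallest p that 4 against 4 allows (two-sided exact permutation p = 0.0286). Adjusted over the 3 gene tests of this paragraph, the exact permutation p was 0.0857. With HS5 and HS6 summed, 3 high salt libraries were compared with 4, and the two-sided exact permutation p was 0.0857 by the size of the difference. Doubling the smaller tail gave an exact p of 0.0571, the smallest this way allows. The log2 fold change was -0.41 with a standard error of 0.17, which did not pass over all genes (edgeR adjusted p = 0.207). In kidney, Agt was 19.8 ± 6.67 and 18.9 ± 6.09 CPM (SD, n = 3 each), a log2 fold change of -0.069 with a standard error of 0.31 (edgeR adjusted p = 0.9996; exact permutation p = 0.8). The kidney Agt value was 0.23 without kidney normal diet library 1, 0.027 without high salt library 1 and 0.091 without high salt library 2. Kidney Ren1 (chromosome 1, 133350510 to 133360325, plus strand) was 25.3 ± 4.01 CPM on the normal diet and 14.7 ± 2.19 CPM on high salt (SD, n = 3 each). Its log2 fold change was -0.78 with a standard error of 0.21 and did not pass over all genes (edgeR unadjusted p = 0.00575, adjusted p = 0.9996). The exact permutation p of Ren1 was 0.1, the smallest that 3 against 3 can give.

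**Figure D3:**
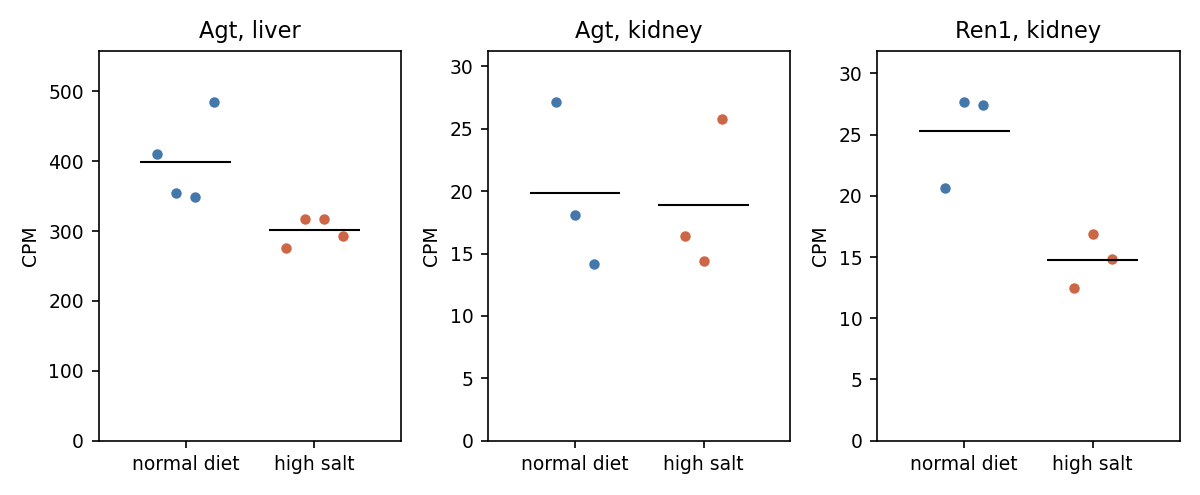
CPM of Agt in liver, Agt in kidney and Ren1 in kidney, 1 point per library and bars at the group means, on axes that start at 0. Liver Agt on high salt (276 to 318 CPM) lies under the normal diet (348 to 485 CPM), kidney Agt overlaps, and kidney Ren1 on high salt (12.5 to 16.9 CPM) lies under the normal diet (20.6 to 27.7 CPM).

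The third comparison asked whether the diet effect differed between the tissues. Of 16633 genes in the joined fit, 0 had an adjusted p-value under 0.05 for the interaction (smallest edgeR adjusted p = 0.0734), and 1681 had an unadjusted p-value under 0.05. DESeq2 called 145. Without HS7 there were 7 genes, without normal diet liver library 4 there were 3 and without normal diet liver library 2 there was 1. In simulated data 95 of 200 changed genes were recovered by this test. The 3 genes with the smallest p-values were Hrg, Acly and Lpar2. Hrg went from 788 ± 68.1 to 502 ± 34.5 CPM in liver and rose in kidney, a difference of -2.33 on the log2 scale. Acly (chromosome 11, 100476353 to 100528000, minus strand) changed by 1.92 in liver and 0.10 in kidney. Lpar2 changed by 2.01 in liver and -0.36 in kidney.

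Fold changes in the 2 tissues were compared across 13669 genes tested in both. No gene passed in both. The correlation across genes, which are not independent replicates, was 0.042 (Pearson) and 0.032 (Spearman). The Pearson value was 0.24 without kidney normal diet library 1 and ran from -0.11 upward over the fits that each left out 1 library. An unadjusted p-value under 0.05 in both tissues was found for 42 genes, where 42.8 would fall together by chance (Fisher exact p = 1). Of these 42 genes, 12 moved in the same direction in both tissues and the rest in opposite directions, a share that was not tested. Of the 121 liver genes past the threshold that were tested in kidney, 57 had the same sign there. DESeq2 called 2 genes in both tissues, named after their values were seen. Cyp2a5 changed by -1.29 in liver and 1.97 in kidney, and Hrg by -0.66 and 1.68.

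Of 7 gene lists fixed before the data were examined, 4 passed in liver with camera at a preset correlation of 0.01. The acute phase list had a median log2 fold change of -2.01 with all 30 genes lower (limma camera adjusted p = 3.1e-08). This size rested on normal diet library 4, without which the median was -0.53 (camera adjusted p = 2.1e-07). Transcription factors that act on the angiotensinogen promoter had a median of 0.42 with 19 of 25 genes higher (camera adjusted p = 0.0014). Sodium handling genes had a median of 0.24 with 16 of 19 higher (camera adjusted p = 0.0426), and 0.42 without normal diet library 4. Circadian clock genes had a median of 0.32 with 16 of 21 higher (camera adjusted p = 0.0423), and did not pass without normal diet library 4 (camera adjusted p = 0.108). Renin-angiotensin, DNA methylation and oxidative stress genes did not pass, with medians of 0.22, 0.29 and -0.16. Oxidative stress genes had a median of 0.039 without normal diet library 4. Without normal diet library 1, 2 lists passed. Under fry, circadian clock and renin-angiotensin genes passed (limma fry adjusted p = 0.0446 each) and the other 5 lists did not. Without normal diet library 4, acute phase genes and promoter factors passed under fry (adjusted p = 0.0181 and 0.0378) and circadian clock and renin-angiotensin genes did not (adjusted p = 0.0559 each). With an estimated correlation 0 lists passed, and 0 had an unadjusted p-value under 0.05. In kidney 0 of the 7 lists passed, with medians from -0.14 to 0.10, and 1 list, oxidative stress, had an unadjusted p-value under 0.05. Without kidney high salt library 1, 2 lists passed, and without kidney normal diet library 1, 1 list passed.

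Over all genes tested in liver, the list members past the threshold were Enpep (log2 fold change 1.06), Slc6a6 (0.98), Per3 (0.88) and Hlf (0.88). Of 22 alternatives, Slc6a6 passed in 9, Enpep and Per3 in 13 each and Hlf in 14. None of them passed with HS5 and HS6 summed. Adjusted over the list alone, 29 members passed in liver and 0 in kidney, where 4 genes (Ciart, Ep300, Fgb and Ren1, named after their values were seen) had an unadjusted p-value under 0.05. The 29 liver members were Enpep, Slc6a6, Per3, Hlf, Pparg (0.94), Sp1 (0.55), Dnmt1 (0.85), Bhmt (-1.32), Per2 (0.85), Nfil3 (-1.36), Rora (0.78) and 18 acute phase genes. The acute phase genes were all lower, from Fgg (-0.73) to Lcn2 (-9.32). They were Saa1, Saa2, Saa3, Saa4, Orm1, Orm2, Orm3, Lcn2, Hp, Hpx, Crp, Apcs, Fgg, Itih3, Serpina3n, Cxcl1, Il1rn and Lbp. Without normal diet library 4 the change of Lcn2 was -1.64 and that of Saa1 -3.14. Some other genes were left with weaker changes. Over the fits that each left out 1 library, the weakest change of each of the 18 genes ran from -0.39 (Il1rn) to -3.14 (Saa1). It was -0.62 for Saa3 and -0.91 for Cxcl1, against -5.83 and -5.65 with all libraries. Some genes of the Saa and Orm families, though not all, are near-identical copies whose reads the counting may have split.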

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

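The interaction test of Hrg and its alternatives were fixed beforehand, apart from the alternatives named above as chosen after seeing the data. All other tests in this part were chosen only after the result was seen. The splits of the liver libraries for the number of gene lists were the exception.

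Of 88 liver groups of 4 checked for a library far from the rest, 23 had one, where chance gives about 4.4. Normal diet library 4 accounted for 15 of them, all acute phase genes. It held 16237 CPM of Saa1, where the other normal diet libraries held 71.3 to 387. Its other values were 13098 CPM of Saa2, 1414 of Saa3, 1925 of Saa4, 6613 of Orm1, 1547 of Orm2, 56.4 of Orm3, 2848 of Lcn2 and 19524 of Hp. It also held 858 CPM of Apcs, 1351 of Itih3, 1117 of Serpina3n, 382 of Cxcl1, 50.9 of Il1rn and 563 of Lbp. In 23 of 30 acute phase genes library 4 was more than 2-fold over the highest other normal diet library. A deeper library is argued against, as its total of 45939748 counts (45.9 in units of 1000000) lies inside the liver range of 37267771 to 51487386. More immune cells of every kind are argued against, as the median ratio of 12 immune markers to the highest other normal diet library was 1.148. S100a8 and S100a9, markers of neutrophils, were 28.96-fold and 48.4-fold higher, so a rise in that cell type stays open. Of the 12 markers, 4 were more than 2-fold higher, among them Itgam (2.33) and C1qa (2.02), and the lowest ratio was 0.337. Cd68 stood at 1.94, Adgre1 at 0.761 and Lyz2 at 0.718. A rise in other single cell types is therefore not excluded. An inflamed or stressed animal may explain the values, and the labels record nothing that tests it.

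Other libraries far from their group were fewer. Normal diet library 3 held 855 CPM of Selenbp2, against 1179 to 1243 in the others. HS8 held 23.1 CPM of Chrna4 and 599.8 CPM of Bhmt. HS7 held 13.03 CPM of Saa3, 839 of Orm1, 3222 of Hpx and 35.5 of Lbp, and its 10 most abundant genes took 27.8% of the counts against 22.9% to 23.4% in the other high salt libraries. These 8 are more than the 4.4 chance gives over 88 groups, but the genes of a family move together. No explanation was tested for them.

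Hrg moved in opposite directions in the tissues, lower in all 4 high salt livers and higher in all 3 high salt kidneys. The interaction was -2.33 on the log2 scale and did not pass (edgeR adjusted p = 0.0734). It passed in 4 of 21 alternatives, with adjusted p-values from 2.1e-13 to 0.23. Liver RNA in the high salt kidney pieces is argued against. The rise of Hrg would need a rise of 763 CPM in Alb, and Alb went from 16.5 to 6.58 CPM, a change of -0.0167% of its liver level. A diet effect of opposite sign stays open as a hypothesis and was not tested further.

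For 4 of the 7 fixed lists the interaction passed with camera, tests that were added after the data were seen. The median differences between liver and kidney were -1.19 for acute phase genes, 0.68 for sodium handling, 0.53 for promoter factors and 0.50 for circadian clock genes (camera adjusted p = 0.0013, 0.0024, 0.0035 and 0.0235). Without normal diet liver library 4 the acute phase median was -0.0088 (adjusted p = 0.0542), and circadian clock genes also did not pass (adjusted p = 0.0542). No list passed under fry (smallest adjusted p 0.152) or with an estimated correlation (smallest adjusted p 0.293). Regroupings were not run for these list differences. For the 4 lists past the threshold in liver alone, 3 of the 35 splits of the liver libraries gave as many lists, so chance is not excluded for their number.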

How the results depend on the processing

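The removal of mitochondrial genes, the sum of HS5 and HS6, and leaving out normal diet libraries 1 and 2 together were tests chosen only after the results were seen. The direction of the 152 liver genes held in every alternative that tested them, but their number did not. It was 1122 with DESeq2 (530 higher, 592 lower, against 90 and 62), 8284 with voom with sample weights, 260 with all 14 libraries in 1 fit, 1069 with 1 surrogate variable, 52 without normal diet libraries 1 and 2, and 12 with HS5 and HS6 summed. It ran from 12 to 765 genes across the 8 fits that each left out 1 library, with 12 without HS6 and 765 without normal diet library 3. Voom gave HS5 and HS6 weights of 4.69 and 5.04 and normal diet libraries 3 and 4 weights of 0.25 and 0.198, so the near-identical pair counted most in its spread. The summed fit has fewer libraries, which alone does not account for its 12 genes. The fits that left out 1 library but kept the pair gave 32 or more. The cause was not tested for the other alternatives. In 8 others the number was between 116 and 160.

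In kidney DESeq2 called 11 genes and the other 19 alternatives called 0, leaving out each library included, with 211 to 4103 genes at an unadjusted p under 0.05. For the interaction DESeq2 called 145, the filter of 10 counts in every library 2 (Acly and Hrg) and the fit without normal diet liver libraries 1 and 2 called 1 (Mid1ip1). It ran from 0 to 7 across the 14 fits that each left out 1 library, with 7 without HS7. DESeq2 called 2 genes in both tissues, and leaving out each library gave from 0 to 0. The correlation of fold changes ran from -0.11 to 0.24 across those 14 fits, highest without kidney normal diet library 1. The cause was not tested.

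Liver Agt kept its sign in 22 alternatives and passed in 1, voom (-0.38, adjusted p = 0.0163, against a range of 0.0163 to 0.443). It ran from -0.48 to -0.31 across the 8 fits. Kidney Agt was 0.21 under voom and ran from -0.36 to 0.23 across the 6 fits that each left out 1 library, so its sign is not settled. Kidney Ren1 was lower in all 20 alternatives, from -0.94 to -0.67, with adjusted p-values from 0.104 to 0.99995.

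The number of liver lists past the threshold was 2 with 1 surrogate variable, 1 with GC content and length offsets, 1 without normal diet libraries 1 and 2, 2 with fry and 0 with an estimated correlation, and ran from 2 to 4 across the 8 fits. In kidney it was 2 with 1 surrogate variable and ran from 0 to 2 across the 6 fits. The cause was not tested.

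Some list medians changed sign. The liver oxidative stress median was 0.10 with voom, 0.010 with 1 surrogate variable and 0.075 without normal diet libraries 1 and 2, and ran from -0.25 to 0.039 across the fits without 1 library. The liver renin-angiotensin median, 0.22 as reported, was -0.035 with GC content and length offsets. With voom the kidney medians were 0.095 for renin-angiotensin, 0.092 for promoter factors, 0.017 for sodium handling and -0.22 for acute phase genes. The kidney acute phase median was -0.089 with no filter, -0.0096 with 10 counts in every library, -0.088 with all 14 libraries in 1 fit and -0.020 with GC content and length offsets. Across the 6 kidney fits without 1 library the medians ran from -0.27 to 0.13 for acute phase, -0.13 to 0.10 for renin-angiotensin, -0.13 to 0.072 for promoter factors, -0.14 to 0.027 for DNA methylation, -0.18 to 0.00018 for sodium handling, -0.24 to 0.019 for circadian clock and -0.0084 to 0.24 for oxidative stress genes. The causes were not tested. Of the named genes other than Agt and Ren1, given above, none changed sign, while 75 values over all alternatives lost the threshold and 96 gained it. Of the list medians, 23 changed sign, 19 lost the threshold and 5 gained it.

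With the replicate block the kidney calls stayed at 0, with 459 genes under an unadjusted p of 0.05, and with the block and GC content and length offsets also at 0, with 648. Deviations of same-numbered kidney libraries had correlations of 0.41, 0.37 and -0.09. No differently numbered libraries were set against these, so whether the numbers mark a pairing stays open. No paired analysis was possible for liver, the interaction or the comparison of both tissues because the high salt liver columns carry no number that matches a title.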

Other observations

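The fits with GC content and length offsets and those leaving out 1 library were among the alternatives fixed beforehand. The tests of GC content and length on the components and of thinning were set before their values were computed. So were those of the lipogenic genes without libraries 1 and 2 or with offsets. The lipogenic list, and leaving out libraries 1 and 2 together, had been chosen after the data were seen. Apart from results restated from above, all other tests in this part were chosen only after the result was seen.

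Of the 35 splits of the 8 liver libraries into 4 and 4, only the diets gave as many as 152 genes, 1 of 35, and the most in another split was 2. For genes with an unadjusted p-value under 0.05, 2 of the 35 splits gave as many as 3205. These splits count HS5 and HS6 as separate samples, and many of them set the pair on opposite sides. If both came from 1 animal, fewer splits would be fair comparisons and 1 of 35 would overstate how rare the diet split is. With HS5 and HS6 counted apart, normal diet libraries 1 and 2 as the whole cause are argued against, since 52 genes passed without them. The most in the other 14 splits of the remaining 6 libraries was 5, though 1 of 15 is the lowest rank these splits allow. Of the 152 genes, 25 stayed past the threshold in the fit without libraries 1 and 2. No fit both left out these libraries and summed HS5 and HS6. GC content and gene length as the whole cause are argued against, since 96 of the 152 stayed with the offsets. A depth difference between the diets is argued against, since 158 genes passed after thinning every library to 37267771 counts, 145 of them among the 152.

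HS5 and HS6 limit how far the liver number reaches. A single library sequenced 2 times with sampling noise alone is argued against by a chi-square per gene of 1.59, where sampling gives 1. It was 1.11 at pair sums of 20 to 100 and 1.23 at 100 to 400. Noise added between 2 sequencings of 1 library was not measured, so that source stays open. The spread of the pair beyond sampling was 4.01%, against 10.1% or more in every other liver pair of 1 diet. Whether both libraries were made from the RNA of 1 animal stays open, as the labels do not say and no pair known to come from 1 animal was there to compare. If it held, 3 high salt animals would remain, and the fit with the pair summed called 12 genes. Leaving out HS6 called 12 and HS5 18. The fits of 7 libraries that kept the pair called more, with 32 without HS8, 120 without HS7, and 39, 41, 765 and 409 without normal diet libraries 1 to 4. The number of libraries alone therefore does not account for the 12, and the number of 152 depends on the pair being counted apart. In the summed fit all 152 kept their direction with an unadjusted edgeR p-value under 0.05. They were picked from the same libraries, so this is no separate test.

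GC content and length explained 26.7% of the loadings of the first liver component, which sets normal diet libraries 1 and 2 apart, and 30.2% of those of the first kidney component. A share over 0.5 of the variance was set beforehand as the mark of a main cause, and a small share as the mark against it. Both values fall between, so part of either component from such bias stays open. No batch is given in the labels. Among the 10 kidney splits, normal diet library 1 with high salt libraries 1 and 3 against the rest gave 3438 genes, and the diets gave 0, with 318 at an unadjusted p-value under 0.05. The diets gave 0 genes and 0 lists, so all 10 of the 10 splits must give as many of each, which decides nothing. With 3 against 3 the share could in any case not go under 0.1.

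For the interaction, 60 of 60 regroupings gave as many genes as the 0 called, which any regrouping must, so this decides nothing. For genes with an unadjusted p-value under 0.05, 12 of 60 gave as many. No gene passed in both tissues, so the 100 of 100 regroupings that gave as many decide nothing either. A correlation of fold changes as far from 0 as 0.042 came from 74 of 100 regroupings.

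Lipogenic genes were higher in high salt liver. The list of 25 was written after 10 members had been seen among the called genes, so the other 15 were tested. Their median log2 fold change was 0.81, with 14 of 15 higher (limma fry adjusted p = 0.0113 and camera adjusted p = 5.6e-06 over 22 list tests, and 0.153 with an estimated correlation). In kidney the median was 0.11. Of the 35 liver splits 2 gave a median as far from 0, so chance is not excluded. Libraries 1 and 2 as the whole cause are argued against by a median of 1.00 without them, and GC content and length by a median of 0.67 with the offsets. It ran from 0.74 to 0.90 across the fits without 1 library. A difference in time since the last meal may raise such genes. The fasting list had a median of 0.013 with 10 of 20 genes higher, which decides nothing. In kidney its median was 0.26 with 13 of 16 higher, which passed with camera (adjusted p = 0.0201) and not with fry (adjusted p = 0.54) or an estimated correlation (adjusted p = 0.619). Feeding was not recorded, so a diet effect and a feeding effect cannot be told apart.

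Male-biased liver genes were lower on high salt, with a median of -0.58 and 23 of 25 lower (fry adjusted p = 0.0126, and camera adjusted p = 0.153 with an estimated correlation). Without 4 members seen beforehand, the median was -0.51, with 19 of 21 lower, which passed with camera (adjusted p = 0.0002) and not with fry (adjusted p = 0.103) or an estimated correlation (adjusted p = 0.216). A shift toward female expression may lower them, but the 12 female-biased genes tested had a median of 0.064 and moved both ways, which leaves it undecided. Liver-abundant genes had a median of -0.58 in liver (fry adjusted p = 0.0376, and camera adjusted p = 0.216 with an estimated correlation). In kidney their median was -0.44 (camera adjusted p = 0.0125, fry adjusted p = 0.579). In liver, cholesterol synthesis genes had a median of -0.20 (fry adjusted p = 0.579). Kidney-abundant genes had a median of 1.43 over the 4 tested in liver (fry adjusted p = 0.209). The skeletal muscle list had too few genes tested to be fitted in either tissue.

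Cardiac transcripts were found in the normal diet kidneys. Myh6 had 28 to 39 counts there and at most 8 on high salt. The kidney cardiac list median was -0.66 with 9 of 9 lower (fry adjusted p = 0.0113, and 0.0393 with an estimated correlation), and was unchanged with Mb, at the floor on high salt, set to its bound. The 5 tested members not seen beforehand had a median of -0.62, with 5 of 5 lower, which passed with camera (adjusted p = 0.0023) and not with fry (adjusted p = 0.243) or an estimated correlation (adjusted p = 0.216). Of the 14 members that had more than 3 counts in a library and had not been seen before the list was written, 13 were higher on the normal diet, 7 of them with no overlap. Some, such as Fabp3 at 20.3 and 14.4 CPM, are also made in kidney. Heart muscle RNA carried into the normal diet pieces is a candidate explanation. A change in the kidney itself stays open.

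Ren1 had 583 counts (14.01 CPM) in normal diet liver library 4 and 146 in HS8, against at most 5 in the other 6 liver libraries. Kidney RNA is argued against in library 4. Ren1 stood there at 74.7% of its median kidney level, while Kap stood at 0.000107%. In HS8 Ren1 stood at 13.7% and Kap at 0.0219%, which argues against kidney RNA as the source there too. Kap reached 37.4 CPM in HS7, 0.0833% of its kidney level. Of the adrenal markers, library 4 held 1 count of Cyp11a1 and 287 of Cyp21a1, while HS8 held 32 of Cyp11a1, 10 of Cyp11b1, 25 of Hsd3b1, 148 of Star and 45 of Cyp21a1. The other 7 liver libraries held at most 2 of Cyp11a1, 1 of Cyp11b1 and 3 of Hsd3b1, and 27 to 78 of Star. Cyp21a1 had 55 counts in normal diet library 3 and 96, 82 and 98 in HS5, HS6 and HS7. Its 45 counts in HS8 were thus not high. Where the Ren1 counts came from stays open.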
